A study of Mus musculus with 6 samples.

How the data were processed

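Gene expression was measured in presomitic mesoderm, the unsegmented tissue at the tail end of the mouse embryo from which somites form, microdissected at embryonic day 9.5. Each of 6 arrays read the RNA of a pool of 3 presomitic mesoderms taken at 17 to 19 somites, with 3 pools per genotype. Control embryos had 1 or both Taf10 alleles floxed and are labelled wild type, and mutant embryos carried the T-Cre driver with both Taf10 alleles floxed. Per the labels' protocols, 150 ng of total RNA was turned into biotinylated single-strand cDNA with a whole-transcript kit. Per the submitters' processing notes, the deposited intensity values came from RMA, which corrects background, normalizes between arrays and summarises probes, and its version, chip description and any filter on probe sets are not given in the sources used here. The values are on a linear scale, from 20.5 to 21070, with array medians from 307.9 to 317.5. Of all probe sets in the table, each had at least 2 arrays at 48.1 or above, and whether a filter produced this is not given in the sources used here.

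Values were turned into log2 with no further normalization and no filter on level. Of 18064 probe sets, 16311 were paired with 1 gene symbol, 734 with several and 1019 with none here. The gene ID of 16284 of the single-symbol probe sets matched the RefSeq table of assembly GRCm38.p6, which changed 0 symbols, and no coordinates were used. Each single-symbol probe set was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 control against 3 mutant arrays, no covariate). P-values were adjusted over the 16311 probe sets by the method of Benjamini and Hochberg, and a gene was called changed at an adjusted p under 0.05. Changes are mutant minus control on the log2 scale, with the standard error (SE) of limma's moderated test. For 663 genes with several probe sets, the one with the highest mean over the 6 arrays stood for the gene, which left 15153 genes, and 0 genes had probe sets called in opposite directions.

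Gene lists were compared with all other genes with camera at a preset correlation of 0.01, adjusted over 37 lists of at least 5 measured genes. Camera with an estimated correlation and fry were run beside it. Fry tests whether a list's genes move, on balance, one way, and does not compare the list with other genes. The groups, the tests, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those named below as chosen later. By the rule, the text names Taf10, the 12 largest rises and 12 largest falls among changed genes whose mutant values all lie on one side of the controls, and up to 4 members of each list with the smallest p. Further members of a list were named after their values were seen, so as to complete a short count. Genes named outside these rules include Lfng, sex-linked and globin genes, and members of the lists drawn up later.

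The number of arrays limits the precision: a log2 change of 0.5 put into simulated data with the spread of these arrays was recovered in 68% of 50 probe sets, and changes of 1 and above in 100%. In that simulation of the mutant and control comparison on 16311 probe sets, 10 unchanged probe sets were called beside 200 changed ones, and 0 were called when nothing was changed. On the arrays themselves, Dkk1 (log2 1.02, limma adjusted p = 0.0729) and Snord58b (log2 -1.21, limma adjusted p = 0.0624) did not pass. The simulated shares therefore do not hold for each gene. The labels call the pools biological replicates, and p-values measure the spread between these pools. The alternatives were a block for the replicate number, quantile normalization, median centring, a filter on level at the 40th percentile, all probe sets, 2 other forms of eBayes, array weights, a plain unmoderated test, the level of Xist as a covariate, other thresholds, and each array left out in turn. Added after seeing the data were removal of each array's trend with level, a robust linear model, and leaving out control 3 and mutant 3 together. Probe sets with several symbols or none were not used for named genes.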

Results

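The 6 arrays held 3 control and 3 mutant pools of presomitic mesoderm, and the comparison asks how expression in this tissue differs when Taf10 is deleted with T-Cre. TAF10 is a subunit shared by TFIID, which recruits RNA polymerase II to promoters, and by the coactivator SAGA. Median intensities were alike on all arrays, between 307.9 and 317.5. Mutant 3 lay apart from the others, at 31.1 on the first principal component (62.6% of the variance) against -16.3 to 3.79 for the other arrays. On the second (20.1%), mutants 1 and 2 lay at -13.5 and -11.6, the controls at 4.62 to 5.95 and mutant 3 at 9.23. Its root mean square distance from its group mean was 0.184 log2 units, against 0.0762 to 0.112 for the other 5 arrays. Xist, which is transcribed from the inactive X chromosome of females, stood at a log2 level of 6.32 in control 3 and at 11.3 to 12.6 in the other pools, so the sex of the pooled embryos was not balanced. The Y-linked gene Eif2s3y was read at log2 levels of 8.12 to 9.83.

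The probe set that stood for Taf10 (10365288) fell in the mutant pools to 77.1% of control, from a log2 level of 10.69 ± 0.08 to 10.31 ± 0.12 (SD, n = 3 each). The log2 change was -0.37 (SE 0.08, limma adjusted p = 0.0400), and the exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that 3 against 3 allows. The other Taf10 probe set (10566525) did not pass, at a log2 change of 0.11 (SE 0.10, limma adjusted p = 0.530). Which part of the transcript either probe set reads is not known here, so neither level measures the deletion itself. In the numbering of the array, 0 of 19 neighbours of the first probe set lay on the chromosome of Taf10, and its nearest were Eid3 and Chst11. For the second, 18 of 19 did, with Rrp8 and Tpp1 nearest, and both are neighbours of Taf10 in the RefSeq table. It is therefore not settled that the probe set that fell reads Taf10. The call was lost without control 1 (adjusted p = 0.169), control 2 (0.126), control 3 (0.117), mutant 1 (0.0641) or mutant 2 (0.0823), and held without mutant 3 (0.0185).

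The largest rises in mutant presomitic mesoderm included the p53 targets Trp53inp1, Phlda3, Eda2r and Ccng1, and the largest falls included the small nucleolar RNAs Snord52, Snord87, Snora16a, Snord47 and Snora73b. The histone gene H2bc4 rose 4.42-fold (log2 2.14, SE 0.27, adjusted p = 0.00758) and Trp53inp1, a p53-induced regulator of cell death, 3.36-fold (log2 1.75, SE 0.22, adjusted p = 0.00758). Cnn2, an actin-binding calponin, fell to 32.2% of control (log2 -1.63, SE 0.15, adjusted p = 0.0038) and Msmo1, an enzyme of cholesterol synthesis, to 38.9% (log2 -1.36, SE 0.20, adjusted p = 0.0122). Each of these values rests on n = 3 pools per genotype, and the 3 mutant values lay on one side of the 3 controls.

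In all, 897 of 15153 genes changed (5.92%), 449 higher and 448 lower in the mutant, with a median size of 0.45 on the log2 scale. A change of at least 2-fold was reached by 15 genes that rose and 13 that fell. All 897 had mutant and control values that did not overlap, as did 32.3% of all genes, where chance gives 10%. The other largest rises were those of Caprin2, Hoxaas2, Elf1, Lrrc51, Phlda3, Ulk2, Srr, Eda2r, Lhx1 and Ccng1, from 2.59-fold for Caprin2 to 2.01-fold for Ccng1. Among them Lhx1, a homeobox gene of intermediate mesoderm, rose by 1.05 (SE 0.07, adjusted p = 0.00158), and Ulk2 is a kinase that starts autophagy. Hoxaas2 is named as an antisense transcript of the Hoxa cluster, and its reading is uncertain where it overlaps Hox genes. The other largest falls were those of Rabggtb, Snord52, Snord87, Snhg5, Bex4, Snora16a, Snord47, Gas5, Snora73b and Elovl2, to between 34.2% of control for Rabggtb and 49.5% for Elovl2. Snord47 lies within Gas5, so their probe sets are not independent. The number of changed genes depended on each array: it was 41 without control 1, 67 without control 2, 323 without control 3, 470 without mutant 1, 355 without mutant 2 and 1945 without mutant 3. The same check covered 90 genes past the threshold among those named for the largest changes and the preset lists, Taf10 apart. Of these, 14 still passed without control 1, 21 without control 2, 59 without control 3, 66 without mutant 1, 60 without mutant 2 and 90 without mutant 3.

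**Figure D1:**
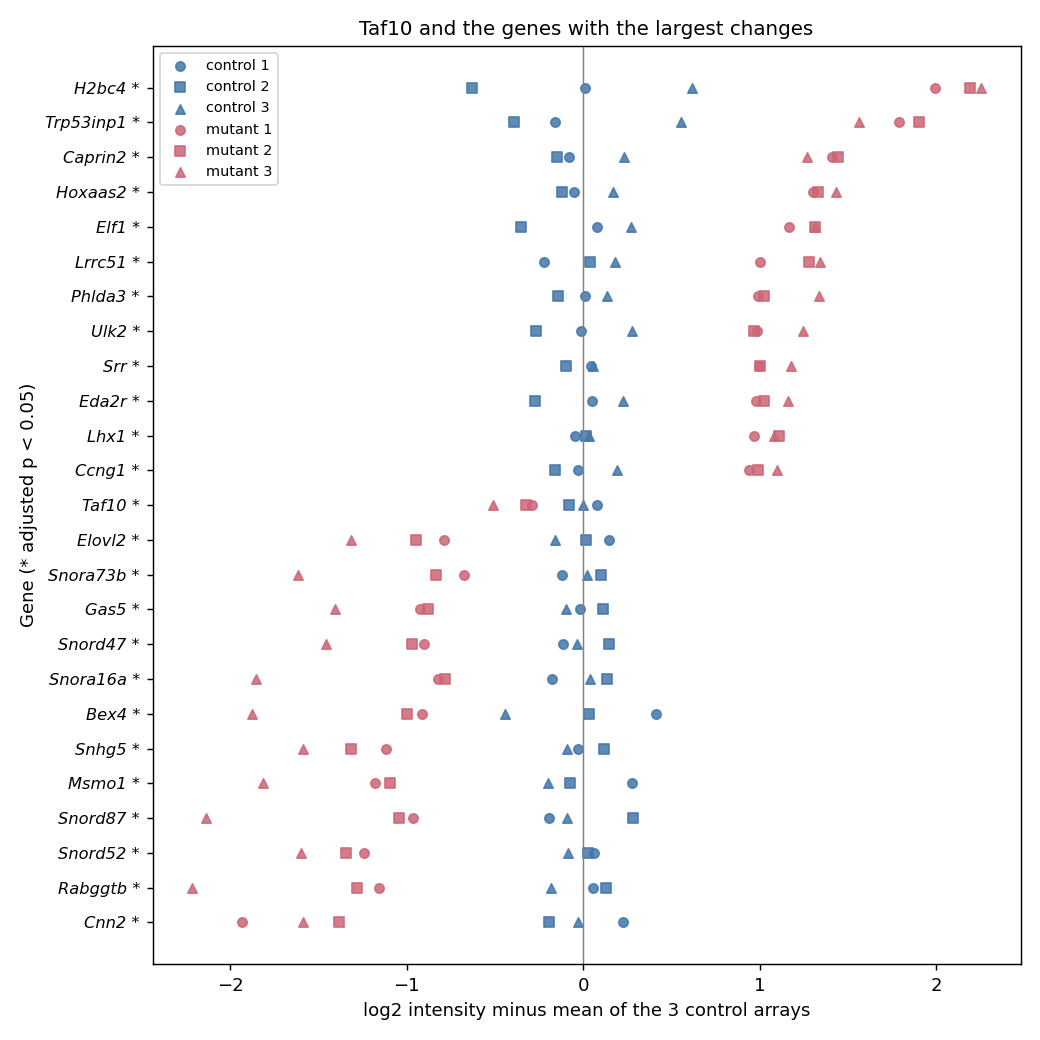
Log2 intensity of Taf10 and the 24 genes with the largest rises and falls, on each of the 3 control (blue) and 3 mutant (red) arrays, minus the mean of the control arrays (x axis); each row is a gene and each point an array. The mutant points of H2bc4 average 2.14 above the controls and those of Cnn2 1.63 below.

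Genes for subunits of TFIID changed both ways. Of 17 measured, 5 rose, namely Taf6 (1.71-fold, log2 0.77, SE 0.13), Taf5 (1.54-fold, log2 0.62, SE 0.08), Taf12 (log2 0.58, SE 0.07), Taf4 (log2 0.46, SE 0.07) and Taf4b (log2 0.38, SE 0.07). Taf8, which encodes the direct partner of TAF10 in TFIID, fell to 71.9% of control (log2 -0.48, SE 0.08, adjusted p = 0.0194). The other member counted as lower is Taf10, by the probe set whose target is not settled, and the other 10 did not pass. Taf10, whose product is shared with SAGA, and Taf12, which rose, were counted here and not among the SAGA and ATAC genes below. The counts for those genes therefore do not cover all subunits of SAGA. For TFIID 7 rose and 2 fell adjusted over the list alone. As a list TFIID did not pass camera (median 0.10, adjusted p = 0.0658, and adjusted p = 0.508 with an estimated correlation), and fry, which does not compare the list with other genes, gave an adjusted p of 0.0207. With 1 array left out, the list's median ran from 0.07 (without control 1) to 0.19 (without mutant 3). The list passed camera without control 1 (adjusted p = 0.0297) or mutant 3 (0.00352), after quantile normalization (0.0151) and with the filter on level (0.0296). It also passed under 2 choices made after seeing the data, with each array's trend with level removed (0.00965) and without control 3 and mutant 3 together (0.0130). Of 25 SAGA and ATAC genes, 3 fell, Kat14 (log2 -0.43), Taf5l (log2 -0.33) and Tada1 (log2 -0.31), and 22 did not pass, among them Atxn7l3 (log2 -0.31); adjusted over the list alone 4 fell (median -0.03, camera adjusted p = 0.0845). Among 28 genes for RNA polymerase II and the general factors, Polr2a, its largest subunit, rose 1.51-fold (log2 0.59, SE 0.09) and Gtf2a1 1.46-fold (log2 0.55, SE 0.10), with 2 higher and 1 lower adjusted over the list alone. That list's median was 0.02 with a camera test pointing down (adjusted p = 0.949). Without control 1, 2 and 3 and mutant 1, 2 and 3 in turn, 0, 0, 4, 4, 3 and 8 TFIID genes rose and 0, 0, 0, 0, 0 and 2 fell, while 0, 0, 0, 1, 0 and 5 SAGA and ATAC genes fell and 0, 0, 2, 1, 1 and 3 polymerase and general factor genes rose. Without mutant 3, 1 SAGA and ATAC gene rose and 1 polymerase and general factor gene fell.

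**Figure D2:**
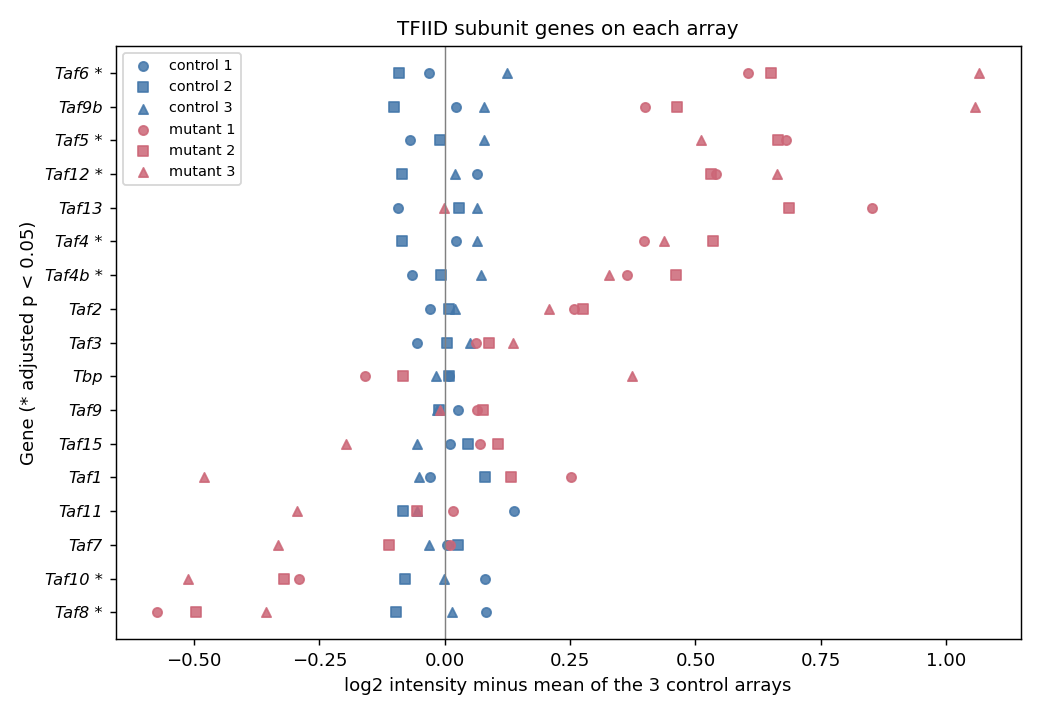
Log2 intensity of the 17 measured TFIID subunit genes on each of the 3 control (blue) and 3 mutant (red) arrays, minus the mean of the control arrays (x axis); each row is a gene, each point an array, and a star marks an adjusted p under 0.05. Taf6 lies highest among the starred genes with a mean rise of 0.77, and Taf8 lowest at -0.48.

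Genes of the segmentation clock, the oscillating Notch, Wnt and FGF targets of this tissue, changed both ways, 1 higher and 7 lower of 28 measured, and at an unadjusted p under 0.05 there were 6 higher and 8 lower. Among them, Hes7, the oscillating Notch effector, rose 1.43-fold (log2 0.52, SE 0.07, adjusted p = 0.00758). The 7 that fell included Dusp4 (log2 -0.72, SE 0.09, adjusted p = 0.00684) and Spry4 (log2 -0.62, SE 0.10), both inhibitors of FGF signalling, and the Notch target Hey2 (log2 -0.58, SE 0.08). Clock genes adjusted over the list alone gave 4 higher and 7 lower, and the list did not pass camera (median -0.03, adjusted p = 0.179). Lfng, the oscillating modulator of Notch, did not pass, with a log2 change of -0.10 (95% interval -0.41 to 0.21). Of 27 posterior presomitic mesoderm and tailbud genes, 3 rose and 4 fell. Tbx6, required for presomitic identity, rose 1.54-fold (log2 0.63, SE 0.09), with Hes7 and Cdx1 (log2 0.43). Cyp26a1, which degrades retinoic acid, fell to 59.8% of control (log2 -0.74, SE 0.08, adjusted p = 0.00643), with Rspo3 (log2 -0.74), Cdx4 (log2 -0.60) and Wnt5a (log2 -0.34). For the posterior list 7 rose and 5 fell adjusted over the list alone, and the list did not pass camera (median 0.08, adjusted p = 0.793). Of 25 anterior presomitic and somite genes 0 passed in limma, also adjusted over the list alone, with 6 at an unadjusted p under 0.05 (camera adjusted p = 0.310). The log2 change was -0.73 for Pax3, -0.37 for Epha4, -0.31 for Tcf15 and -0.73 for Efnb2. With control 1, 2 and 3 and mutant 1, 2 and 3 left out in turn, 1, 1, 2, 5, 3 and 7 clock genes fell and 0, 0, 1, 1, 2 and 3 rose, and 0, 0, 2, 2, 4 and 5 posterior genes rose while 1, 1, 3, 3, 3 and 6 fell. In the anterior list 1 gene rose without mutant 1 and 1 fell without mutant 3.

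Targets of p53, the stress-activated transcription factor, were higher as a list (median 0.25, camera adjusted p = 7.02e-07), a call lost with an estimated correlation (adjusted p = 0.426 with an estimated correlation) and held by fry (0.0207). Of 33 measured, 11 rose, 0 fell and 22 did not pass, and adjusted over the list alone 16 rose and 0 fell; at an unadjusted p under 0.05 limma gave 18 higher and 0 lower. Phlda3, an inhibitor of Akt, rose 2.17-fold (log2 1.12, SE 0.11, adjusted p = 0.00529), the death receptor gene Eda2r 2.08-fold (log2 1.06, SE 0.12), Ccng1 2.01-fold (log2 1.01, SE 0.10) and Tnfrsf10b by 0.78 on the log2 scale (SE 0.10). Among 19 growth arrest genes 3 rose, Ccng1, the CDK inhibitor Cdkn1c (1.53-fold, log2 0.61, SE 0.09) and Rb1 (log2 0.35), and Gas5 fell; adjusted over the list alone 5 rose and 2 fell (camera adjusted p = 0.310, fry adjusted p = 0.0442). Of 26 apoptosis effectors Tnfrsf10b and Endog (log2 0.51) rose, with 3 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.209). S phase genes were lower as a list (median -0.15, camera adjusted p = 5.55e-05, adjusted p = 0.426 with an estimated correlation, fry adjusted p = 0.0442). Of 37 measured 6 fell, among them Mcm10 (log2 -0.37, SE 0.06), Mcm3 (74.9% of control, log2 -0.42, SE 0.08), Gins1 (54.7%, log2 -0.87, SE 0.16) and Mcm7 (log2 -0.34, SE 0.07), which act in or with the replicative helicase. Adjusted over the list alone 7 fell. Of 29 G2 and M phase genes, Nusap1 rose (log2 0.32), and adjusted over the list alone 0 passed. That list leaned lower by camera (median -0.09, 20 of 29 negative, adjusted p = 0.0873), and passed as lower without control 3 (0.0218), without mutant 1 (0.0311) and with camera on ranks (0.0285). Leaving out control 1, 2 and 3 and mutant 1, 2 and 3 in turn gave 2, 5, 7, 9, 9 and 15 p53 targets and 1, 1, 3, 2, 2 and 5 growth arrest genes that rose, and 0, 0, 0, 3, 1 and 9 S phase genes that fell. For apoptosis effectors 0, 1, 2, 1, 1 and 3 rose, and 2 fell without mutant 3. Nusap1 was the G2 and M phase gene that rose, and without each of the arrays except mutant 3 that count was 0. Gas5 did not pass without control 1 or control 2.

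Ribosomal protein genes and hosts of small nucleolar RNAs (snoRNAs), which guide modification of ribosomal RNA, were lower as lists by camera with the preset correlation. With an estimated correlation neither list passed (adjusted p = 0.508 with an estimated correlation for ribosomal proteins and 0.426 for the hosts), and by fry the hosts passed (0.0207) and ribosomal proteins did not (0.0725). Of 54 ribosomal protein genes 10 fell, 26 adjusted over the list alone, and 51 had a negative log2 change (median -0.28). Rps3a1 fell to 62.9% of control (log2 -0.67, SE 0.08, adjusted p = 0.00643), Rps9 (log2 -0.59, SE 0.08) and Rpsa (log2 -0.43, SE 0.07) also fell, and Rpl12 fell to 58.8% (log2 -0.77, SE 0.13, adjusted p = 0.0172). The list had a camera adjusted p of 1.73e-16 with the preset correlation. Many ribosomal protein genes have near-identical pseudogenes, so single members are uncertain. Of 5 genes measured in the preset list of snoRNA hosts, Snhg5 (39.5% of control, log2 -1.34, SE 0.12), Gas5 (47.7%, log2 -1.07, SE 0.14) and Taf1d (log2 -0.41, SE 0.06) fell. Rrs1 did not pass (log2 -0.43, SE 0.21), and the list's median is its value. Whether each member holds a snoRNA was not tested. The hosts gave 1 higher and 3 lower adjusted over the list alone (median -0.43, camera adjusted p = 0.00295, and 0.0930 with camera on ranks). The other probe sets of Gas5 gave log2 changes from -2.32 to -1.41. Those of Taf1d, a subunit of the RNA polymerase I factor SL1 and not of TFIID, ran from -1.21 to -0.19. Of 38 ribosome biogenesis genes 2 fell, Taf1d and Dkc1 (log2 -0.33), Nhp2 (log2 -0.33) and Rrp12 (log2 -0.28) did not pass, and 11 fell adjusted over the list alone (median -0.17, camera adjusted p = 6.92e-07, adjusted p = 0.426 with an estimated correlation, fry adjusted p = 0.0442). Mutant 3 lay lowest, with a ribosomal protein list median of -0.50 below the controls against -0.15 in mutant 1 and -0.21 in mutant 2. Without control 1, 2 and 3 and mutant 1, 2 and 3 in turn, 0, 0, 3, 12, 2 and 21 ribosomal protein genes, 1, 1, 3, 3, 3 and 3 snoRNA hosts and 0, 0, 1, 2, 1 and 11 ribosome biogenesis genes fell.

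Cholesterol synthesis genes were lower as a list (median -0.39, camera adjusted p = 4.69e-09, adjusted p = 0.426 with an estimated correlation, fry adjusted p = 0.0207), and 8 of 19 measured fell. Msmo1 fell to 38.9% of control (log2 -1.36), Sqle, the squalene epoxidase, to 61.1% (log2 -0.71, SE 0.10, adjusted p = 0.0106), Sc5d to 69.9% (log2 -0.52) and Nsdhl to 70.5% (log2 -0.50). Adjusted over the list alone 1 rose and 12 fell. Of 26 genes of the integrated stress response 2 rose and 5 fell, and adjusted over the list alone 3 rose and 7 fell (camera adjusted p = 0.0741, fry adjusted p = 0.0442). Those that fell included Atf4, the transcription factor of that response (72.4% of control, log2 -0.47, SE 0.07), the serine synthesis genes Phgdh (57.2%, log2 -0.81, SE 0.10) and Psat1 (log2 -0.47), Asns (log2 -0.49) and Vldlr (log2 -0.34), while Sesn2 (log2 0.85) and Slc7a5 (log2 0.36) rose. Of 23 chaperone and unfolded protein response genes Xbp1 fell (log2 -0.43), and Dnajc3 (log2 -0.77), Pdia6 (log2 -0.51) and Hyou1 (log2 -0.37) did not pass, with 2 lower adjusted over the list alone (median -0.09, camera adjusted p = 0.00549, adjusted p = 0.607 with an estimated correlation, fry adjusted p = 0.172). The preset glycolysis list had a median of -0.13 (camera adjusted p = 0.0324, adjusted p = 0.514 with an estimated correlation, fry adjusted p = 0.157). Of its 18 members 0 passed limma's threshold, also adjusted over the list alone. At an unadjusted p under 0.05 there were 4 members, Pfkl (log2 -0.25), Bnip3 (log2 -0.20), Pkm (log2 -0.23) and Pfkp (log2 -0.19). Of 36 oxidative phosphorylation genes limma called 0, also adjusted over the list alone, with 1 at an unadjusted p under 0.05 (camera adjusted p = 0.154). The leave-out of control 1, 2 and 3 and mutant 1, 2 and 3 in turn gave 0, 0, 6, 7, 6 and 11 cholesterol synthesis genes, 0, 0, 4, 4, 4 and 7 stress response genes (with 0, 0, 1, 1, 1 and 3 that rose) and 0, 0, 0, 1, 1 and 5 chaperone genes that fell. The glycolysis list no longer passed camera after quantile normalization (adjusted p = 0.202), with the filter on level (0.283), without control 1 (0.125) or without mutant 3 (0.121), nor did the chaperone list after quantile normalization (0.115). Removing each array's trend with level, chosen after seeing the data, also ended both calls (0.274 for glycolysis and 0.142 for chaperones). Without mutant 1 the oxidative phosphorylation list passed (0.0309), as did the stress response list without mutant 3 (0.0452).

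Hox genes were higher in the mutant pools by camera with the preset correlation, and not past the threshold with an estimated correlation or by fry. Of 20 posterior Hox genes 3 rose, Hoxb7 (1.83-fold, log2 0.87, SE 0.09, adjusted p = 0.00617), Hoxa7 (1.64-fold, log2 0.71, SE 0.11) and Hoxd9 (log2 0.36), Hoxa13 did not pass (log2 0.46), and 18 had a positive log2 change. Adjusted over the list alone 4 rose (median 0.21, camera adjusted p = 0.000174, adjusted p = 0.535 with an estimated correlation, fry adjusted p = 0.0946). Of 17 anterior Hox genes Hoxd1 (95% interval of the log2 change 0.68 to 1.32), Hoxb1 (log2 0.49), Hoxa4 (log2 0.48) and Hoxd3 (log2 0.37) rose and Hoxc4 fell (log2 -0.56, SE 0.07). Adjusted over the list alone 7 rose and 2 fell (median 0.27, camera adjusted p = 0.0107, adjusted p = 0.514 with an estimated correlation, fry adjusted p = 0.102). Mutant 3 lay highest, with posterior and anterior Hox medians of 0.37 and 0.43 above the controls, against 0.13 and 0.18 in mutant 1 and 0.17 and 0.17 in mutant 2. Control 3 stood at 0.13 for the posterior list, level with mutant 1, and at 0.05 for the anterior list. The marker lists of notochord, neural tube and lateral plate and intermediate mesoderm also stood highest in mutant 3, at 0.25, 0.21 and 0.18, against 0.02, 0.03 and -0.03 in mutant 1 and 0.02, 0.05 and 0.04 in mutant 2. Without control 1, 2 and 3 and mutant 1, 2 and 3 in turn, the number that rose was 1, 1, 2, 2, 2 and 5 for posterior and 0, 1, 2, 2, 3 and 6 for anterior Hox genes, and 0, 0, 1, 1, 1 and 2 anterior Hox genes fell.

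Other preset lists did not pass camera. Of 16 interferon response genes, Ddx58, an RNA sensor (1.77-fold, log2 0.83, SE 0.07, adjusted p = 0.00252), and Usp18 (1.62-fold, log2 0.70, SE 0.10) rose, also adjusted over the list alone (camera adjusted p = 0.0741). Of 17 imprinted genes Cdkn1c and Phlda2 (log2 0.51) rose and Peg3 fell (log2 -0.83), with 4 higher and 7 lower adjusted over the list alone (camera adjusted p = 0.356). Of 20 replication-dependent histone genes, H2bc4 and H1f2 (log2 0.60) rose and H2bc18 fell (log2 -0.34), with 3 higher and 3 lower adjusted over the list alone. The histone list had a median of 0.02 with a camera test pointing down (adjusted p = 0.949). Of 21 hypoxia targets P4ha1 (log2 0.29) and Ppp1r3c (log2 0.27) rose and Egln1 fell (log2 -0.46), with 4 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.902). Limma called 0 of 15 Hedgehog targets (4 at an unadjusted p under 0.05, camera adjusted p = 0.782) and 0 of 28 extracellular matrix genes (6 at an unadjusted p under 0.05, camera adjusted p = 0.737), also adjusted over each list alone. With control 1, 2 and 3 and mutant 1, 2 and 3 left out in turn, 1, 1, 2, 2, 2 and 3 interferon genes, 0, 0, 2, 3, 2 and 2 imprinted genes, 0, 1, 2, 2, 2 and 3 histone genes and 0, 0, 0, 0, 0 and 3 hypoxia targets rose. Those that fell were 0, 0, 1, 1, 1 and 5 imprinted genes, 0, 0, 1, 0, 0 and 4 histone genes and 0, 0, 0, 1, 0 and 2 hypoxia targets, and without mutant 3 there were 2 Hedgehog targets that fell. In the matrix list 1 gene fell without mutant 2, and 1 rose and 1 fell without mutant 3.

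Markers of other cell types that the dissected pieces could hold were compared in the same way. Of 20 lateral plate and intermediate mesoderm markers Lhx1 and Msx1 (log2 0.61) rose and Prrx1 fell (log2 -0.57), also adjusted over the list alone (camera adjusted p = 0.782). Without control 1, 2 and 3 and mutant 1, 2 and 3 in turn, 1, 1, 1, 1, 2 and 2 of them rose and 0, 0, 1, 1, 1 and 2 fell. Of the other lists limma called 0 genes, also adjusted over each list alone. These were neural tube (18 measured, 5 at an unadjusted p under 0.05, camera adjusted p = 0.273), hindgut endoderm (18, 2, 0.984), notochord (13, 0, 0.445) and surface ectoderm (19, 1, 0.984). The rest, in the same order of values, were endothelial (20, 0, 0.203), primitive erythroid (14, 0, 0.436), primordial germ cell (11, 1, 0.902), macrophage (13, 0, 0.453) and neural crest (12, 3, 0.970) markers. Without mutant 3, 1 gene fell in each of the neural tube, hindgut and surface ectoderm lists. The endothelial list passed camera, with lower levels in the mutant, without control 2 (adjusted p = 0.00769) or mutant 2 (0.00334), and the erythroid list, with higher levels, without control 3 and mutant 3 together (0.00254), a choice made after seeing the data. The neural crest list had a median of 0.07 and a mean just below 0. The embryonic globin genes Hbb-bh1, Hbb-y and Hba-x were lower in mutant 3 than in the mean of mutants 1 and 2, by log2 differences of -2.19, -2.05 and -1.99.

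Of 37 lists, 10 passed camera with the preset correlation, 3 higher and 7 lower. With an estimated correlation 0 passed in limma's camera, the lowest adjusted p being 0.426, and 3 had an unadjusted p under 0.05. Fry called 8 lists, 5 of them among the 10.

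**Figure D3:**
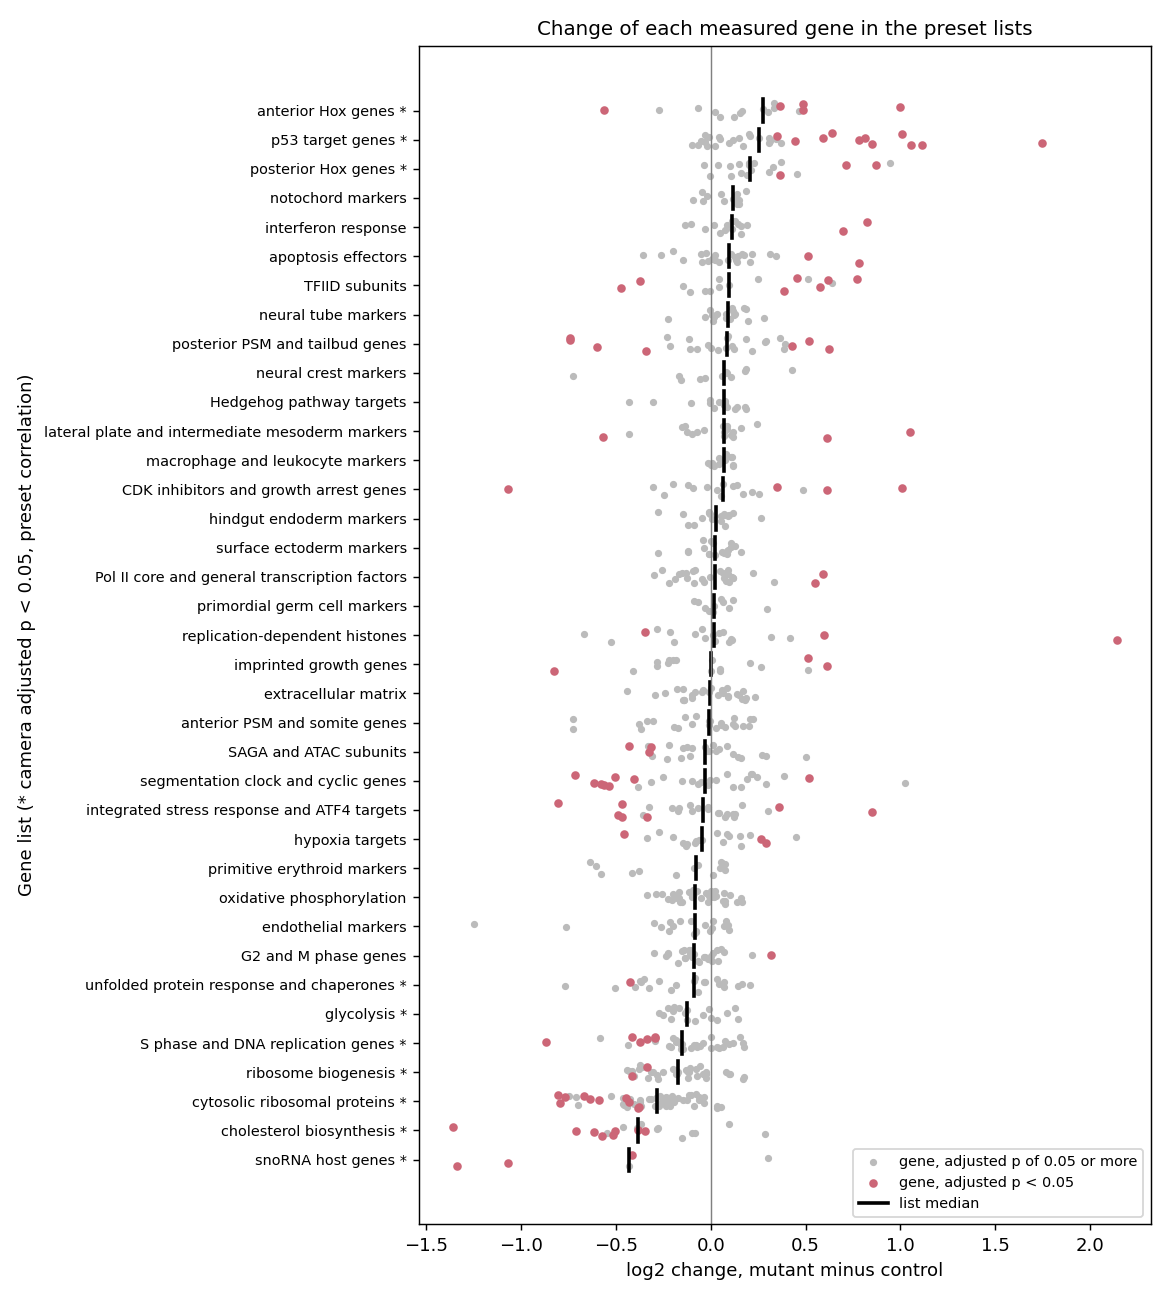
Log2 change (mutant minus control, x axis) of each measured gene in the 37 preset lists, one row per list; grey points are genes that did not pass, red points genes with an adjusted p under 0.05, black bars list medians, and a star marks a list past camera with the preset correlation. Cholesterol synthesis has a median of -0.39 and p53 targets 0.25.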

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

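The tests of blood cells, of a stronger mutant change, of oxidative phosphorylation genes, of neural tube markers and of posterior genes were chosen after the results were seen. So was the removal of each array's trend with level, used below for ribosomal protein genes. The test of posterior genes was first set up for the posterior list's own changes, was applied to the Hox genes after its outcome was known, and had its measure replaced then, because the earlier one (the mean of members that rose minus that of members that fell) is positive by construction. The bounds at which the blood cell, stronger change and posterior tests exclude anything were narrowed later, also with the results known.

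Probe sets outside the main measurement also differed between the groups. Of 1019 probe sets with no gene symbol here, 22 were higher in the mutant and 31 lower, with log2 changes from -1.72 to 1.34. Of 734 with several symbols, 19 were higher and 23 lower, from -1.14 to 2.33.

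Mutant 3 stood apart from the other mutant arrays. A compressed intensity range of that array would be removed by giving all arrays one distribution, which took away 5.47% of the variance of its difference from mutants 1 and 2. Fewer blood cells in its pool stay open: Hbb-bh1 (-2.19), Hbb-y (-2.05) and Hba-x (-1.99) were lower. The 1.502% of the variance carried by 14 erythroid markers excludes nothing, since so few genes could hardly carry most of it. Against the controls, the median of these markers was -0.17 in mutant 3, 0.06 in mutant 1 and 0.01 in mutant 2. It was -0.11, -0.26 and 0.33 in controls 1, 2 and 3. A median as low was thus also seen in control 2, and these medians decide nothing. A stronger form of the same mutant change stays open too. On the first principal component mutant 3 lay beyond mutants 1 and 2, away from the controls. On the second it lay on the side of the controls, so the components point different ways and decide nothing. Across genes, the difference of mutant 3 from one mutant array correlated with the change of the other at 0.126 and 0.0948. Any deviation shared by mutants 1 and 2 would pull these down, and its size is not known here. The r of 0.490 between their deviations cannot give it, since deviations from one group mean are not independent. Mutant 3 lay furthest in the mutant direction for ribosomal proteins, snoRNA hosts and posterior Hox genes. It did not for TFIID (0.14, against 0.25 in mutant 1) or the stress response list (0.02, against -0.09 in mutants 1 and 2). Only the compressed range is argued against as the main source, and RNA quality and a labelling batch, for which no value was used here, and the individual embryos of the pool also stay open.

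Ribosomal protein genes were lower in the mutant by camera with the preset correlation, a call lost with an estimated correlation (adjusted p = 0.508 with an estimated correlation) and by fry (0.0725). A shift that depends on level would vanish once each array's trend with level was removed, and the list kept a median of -0.24 with a camera adjusted p of 2.04e-10 at the preset correlation. A general loss of short abundant mRNAs would lower oxidative phosphorylation genes as much, and the difference between the list medians was -0.20 (95% bootstrap interval -0.34 to -0.14). The lists had estimated correlations of 0.46 and 0.20, so this interval does not measure the spread between pools. In mutants 1, 2 and 3 the ribosomal protein medians were -0.15, -0.21 and -0.50, and the oxidative phosphorylation medians 0.02, -0.01 and -0.14. The median kept after trend removal argues against a shift with level as the whole cause. The array medians argue against a loss shared with oxidative phosphorylation genes. The lengths of these mRNAs were not compared, and reading of pseudogenes was not tested. The deletion of Taf10 stays open as an untested biological source.

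Hox genes were higher in the mutant by camera with the preset correlation, a call lost with an estimated correlation (adjusted p = 0.535 for posterior and 0.514 for anterior genes) and by fry (0.0946 and 0.102). Neural tube tissue in the mutant pools would be argued against as the whole cause if it raised neural tube markers by about as much. Whether it does was not tested. The median of these markers was 0.0916 (95% bootstrap interval 0.0158 to 0.126) against 0.21 for the Hox genes. The markers had an estimated correlation of 0.58, so an interval over them does not measure the spread between pools. A part played by such tissue stays open, and the whole is not excluded. The markers stood at 0.21 in mutant 3, where Hox genes were also highest, against 0.03 in mutant 1 and 0.05 in mutant 2. Posterior Hox genes stood higher in each of these arrays, at 0.37, 0.13 and 0.17. A different share of posterior tissue in the dissected pieces stays open, since 3 posterior genes rose while 4 fell, counts that decide nothing about it. Small differences in developmental stage within 17 to 19 somites, and the deletion of Taf10, stay open and untested.

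With 3 against 3 arrays there are 10 splits, too few for a share under 0.05. For genes changed in mutant against control, the real split gave 897 and the highest other 0, so that 1 of the 10 splits, the real one, gave as many. For gene lists past the camera threshold, the real split gave 10 and the highest other 17, and 6 of the 10 splits gave as many. For the p53, snoRNA host, ribosomal protein, ribosome biogenesis and cholesterol lists, the real split had the smallest camera p, and for the other 5 lists another split reached one as small. Splits that mix the genotypes also gave small unadjusted camera p. The smallest were 5.72e-16 for ribosomal proteins (real split 4.68e-18), 7.18e-07 for ribosome biogenesis (5.61e-08) and 2.02e-06 for cholesterol (2.53e-10). For p53 targets it was 0.000636 (7.59e-08), and for snoRNA hosts 0.0159 (0.000559).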

How the results depend on the processing

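The robust linear model, the removal of each array's trend with level, and the fit without control 3 and mutant 3 were chosen after seeing the data. The count of 897 changed genes (449 higher, 448 lower) stayed within 1.5 times under quantile normalization, median centring, the filter on level, all probe sets, both other forms of eBayes and trend removal, at 851 to 1005, with 410 higher and 487 lower after median centring. It was 3608 (1870 and 1738) with array weights, 2192 (1106 and 1086) with the robust linear model, and 2125 (1122 and 1003) without control 3 and mutant 3. It was 24 (11 and 13) with the plain unmoderated test and 514 (258 and 256) with Xist as a covariate. An adjusted p under 0.1 gave 1711 (872 and 839), a fold of at least 1.5 besides the adjusted p 234 (121 and 113), and an unadjusted p with that fold 294 (137 and 157). Leaving out 1 array at a time gave 41 (without control 1) to 1945 (without mutant 3) genes, 20 to 971 higher and 21 to 974 lower. Fewer arrays explain part of a lower count, and the cause of the other differences was not tested. The Taf10 change ran from -0.42 to -0.31 with 1 array left out, and its call was lost with the plain test (-0.37, adjusted p = 0.139) and with the Xist covariate (-0.39, adjusted p = 0.0825), over a range of adjusted p from 0.00269 to 0.169.

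Of 90 genes past the threshold among those named for the largest changes and the preset lists, Taf10 apart, the plain test kept 5. The Xist covariate kept 72, and none of the 90 changed direction under the alternatives run. All changed genes had mutant and control values that did not overlap, so leaving out arrays could not have reversed a direction. Genes named only in the lists put together after the data were examined were not part of this check. Of 10 lists past the threshold, 0 passed with an estimated correlation (3 at an unadjusted p under 0.05) and 5 by fry, which called 3 others, and the count was 9 to 12 under the other settings. Deviations of same-numbered arrays correlated at 0.134, 0.0769 and 0.316 across genes, and 2 of 6 arrays correlated best with their own number. These were control 3 and mutant 3, whose correlations with the other arrays of the opposite genotype ran from -0.275 to -0.143. Deviations from one group mean are not independent, so whether these 2 pools shared a source of variation is not settled. Replicate numbers 1 and 2 did not pair the pools. With the replicate number as a block 1084 genes changed, 799 of them shared, and the 10 lists remained. The number of arrays, with a signal over background not given in the sources used here, limits what small changes can be called.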

Other observations

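The lists below were put together after the data were examined, and their camera tests, adjusted over 8 such lists, are hypotheses about these arrays. Small nucleolar and Cajal body RNAs were lower in the mutant: of 53 measured, 21 fell and 0 rose (36 at an unadjusted p under 0.05), and 34 fell adjusted over the list alone, with a median of -0.61 (camera adjusted p = 2.53e-21, adjusted p = 0.144 with an estimated correlation). Mutant 3 lay lowest, with a median of -0.86 below the controls against -0.39 in mutant 1 and -0.48 in mutant 2. Without control 1, 2 and 3 and mutant 1, 2 and 3 in turn, 2, 3, 5, 20, 5 and 34 of these RNAs, 0, 0, 2, 0, 0 and 2 microRNA genes and 1, 1, 3, 3, 3 and 4 fatty acid synthesis genes fell. Of 160 microRNA genes, another class of short transcripts, Mir717 (log2 -0.48) and Mir708 (log2 -0.42) fell and 0 rose (at an unadjusted p under 0.05, 5 were higher and 13 lower), with 0 adjusted over the list alone, a median of 0.05 and a camera adjusted p of 0.857. Fatty acid synthesis genes fell in 3 of 15, Scd1 (53.3% of control, log2 -0.91, SE 0.07), Elovl2 (49.5%) and Elovl6 (71.1%). Adjusted over the list alone 1 rose and 6 fell, and at an unadjusted p under 0.05 there were 1 higher and 7 lower, with a camera adjusted p of 6.70e-05 and an adjusted p = 0.0866 with an estimated correlation.

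Of 15 feedback regulators of ERK signalling, 5 fell (Dusp4, Spry4, Dusp6, Spry2 and Rasgrp3) and Dusp5 rose (log2 0.52), 1 higher and 6 lower adjusted over the list alone, with a median of -0.20 (camera adjusted p = 0.000602, adjusted p = 0.144 with an estimated correlation). Dusp4, Spry4, Dusp6 and Spry2 are also in the clock list, where their falls were first seen. Left out in turn, control 1, 2 and 3 and mutant 1, 2 and 3 gave 1, 1, 1, 3, 2 and 6 of the regulators that fell and 0, 0, 0, 0, 0 and 1 that rose. Against the controls, the median of the regulators was -0.08 in mutant 1, -0.17 in mutant 2 and -0.27 in mutant 3. Of 14 Wnt feedback genes Nkd2 fell, with 1 higher and 1 lower adjusted over the list alone and no fall without control 1, 2 or 3 or mutant 2 (camera adjusted p = 0.429). Without mutant 2, 1 Wnt feedback gene rose. Of 15 retinoic acid genes, Retsat rose 2.01-fold (log2 1.01, SE 0.13) and Cyp26a1 fell, also adjusted over the list alone, with 0, 0, 1, 2, 1 and 2 that rose and 0, 1, 1, 1, 1 and 1 that fell in the same order of leave-outs (camera adjusted p = 0.331). Of 25 lysosome and autophagy genes Ulk2, Ctsb (log2 0.38) and Ulk1 (log2 0.29) rose, also adjusted over the list alone (camera adjusted p = 0.331). In that order of leave-outs 0, 1, 1, 1, 1 and 4 rose, and 1 fell without mutant 3. Limma called 0 of 18 aminoacyl-tRNA synthetase genes, also adjusted over the list alone, with 8 at an unadjusted p under 0.05 and 2 that fell without mutant 3. Their median was -0.18 (camera adjusted p = 1.63e-05, adjusted p = 0.273 with an estimated correlation). Against the controls it was lowest in mutant 3, at -0.32, with -0.09 in mutant 1 and -0.15 in mutant 2.

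Outside the globins, Mt2, a metal-binding metallothionein, was lower in mutant 3 than in mutants 1 and 2 by a log2 difference of -2.62, while Postn and Fabp7 were higher by 1.42 and 1.34. These genes were named after their values were seen.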
